A study of Mus musculus with 4 samples. Its data were reported in "Med23 serves as a gatekeeper of the myeloid potential of hematopoietic stem cells" (2018).

How the data were processed

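Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts adapters into open DNA, in hematopoietic stem cells sorted from mouse bone marrow. The labels name 4 samples, 2 from mice with floxed Med23 and no cre (WT) and 2 from mice that also carried Mx1-cre (KO). The labels of both replicates of a genotype name the same peak list. The comparison was therefore between 1 WT list and 1 KO list, and no value could be tested against a spread between replicates. Whether the reads of both replicates were pooled for each list is not stated.

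By their account, the authors trimmed the reads with trim_galore, aligned them to mm10 with Bowtie2, removed duplicates and mitochondrial reads with Picard, and called peaks with MACS2 in its mode without a fragment model. Each list nevertheless held 2 peaks on the mitochondrial genome. Versions, extension size and effective genome size are not stated. Each deposited list gives, per peak, the authors' fold enrichment of the summit pileup over the local background, the authors' −log10 p and −log10 q, and a whole-number display score that the authors' caller makes from the −log10 q. The deposited lists also give the position of the summit. The score was not used. The fold enrichment and the −log10 values are the authors' and served here to describe, rank and filter the peaks and to recover the pileups behind the KO to WT ratios. The summits in the separate deposited summit lists were checked against the peak lists and were identical in position and −log10 q.

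The reference sequence GRCm38.p6 and the GENCODE M21 annotation are of the build the authors used, and 0 peaks lay beyond the end of their chromosome. Peaks on the 19 autosomes and chromosome X, 20 sequences in all, entered the comparisons. Peaks counted as shared when they overlapped a peak of the other list by at least 1 bp. Overlap expected by position alone was measured with the other list shifted along each chromosome by 100 random distances of 1 to 100 Mb. Consensus regions were the unions of overlapping peaks. Shares have 95% Wilson confidence intervals. They cover counting error over peaks only, and peaks are not replicates.

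The number of reads per sample is unknown, since the lists hold no read counts. The fold enrichment and −log10 p of a peak together fix the pileup at its summit and its local background under the caller's Poisson model. Both were solved for each peak, and a whole-number pileup matched the −log10 p within 0.001 for 99.99% of the peaks of each list. The lowest background, the median over the 1000 peaks with the smallest values, stood for the genome-wide background. A KO to WT ratio was the ratio of pileup over that background in regions with 1 peak of each list, on the log2 scale with no pseudocount. Its interval is the exact binomial one for the 2 pileups. A central 95% binomial range around the median ratio, and binomial draws at that ratio, gave the spread that counting alone would make. As an addition made after these values were seen, the ratio of summed pileups was compared between groups of regions by summed pileup, GC content and promoter status, 10 groups each by pileup and GC content, with bootstrap intervals from 1000 draws of regions. Peaks expected to be missed by counting alone were computed from each peak's own pileup and, as an addition made after the first values were seen, from a mixture of Poisson signals fitted to the pileups of the list above a smallest pileup of 6, 8, 10, 12 or 14.

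A peak counted as a promoter peak when its summit lay within 1000 bp of a transcription start site. At Cebpa, the bases covered by peaks in the gene and 50 kb on each side were compared with 10000 draws from genes whose windows had covered bases within 20% of those of Cebpa. At the other genes the window was 10 kb on each side. The median difference of a gene list was ranked among 10000 random lists, each gene replaced by 1 of the genes nearest to it in covered bases, up to 100 on each side. The genes named were fixed before the data were examined. They were those whose transcripts the study names as higher or lower in KO cells or as stem cell or cycling markers, the deleted gene, and the 5 peaks with the highest fold enrichment among the peaks in 1 list only. A further name that the study gives as lower in KO cells does not denote a single gene and was left out. Itga2b, whose surface protein CD41 the study names as higher, was not on the list and entered only an alternative. Mx1 was added because of the cre transgene, together with a list of genes of mature myeloid cells, which was written down before its test. A test of an interferon response is not reported here.

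Windows of 200 bp around each summit were searched on both strands for 10 fixed consensus motifs. Shares in peaks of 1 list only were set against shared peaks of the same list, weighted to the same groups of fold rank and GC content, 10 of each. The 95% range comes from 10000 permutations of the class labels within those groups. The range was first taken from draws of shared peaks alone. Simulated data showed that such a range was too narrow, and it was replaced after the first motif shares had been seen.

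The procedures were tested on simulated data. All 24000 peaks of a simulated WT list and their KO partners fell into the right overlap class, at a rate of 100%. The pileup was recovered for 100% of 4019 simulated peaks, and another 981 were left out because their p-value was below the smallest number the computer holds. Among 30000 simulated peaks, 7.25% of even motifs fell outside the permutation range, and 100% of motifs raised 1.3-fold were called higher. Among 20000 simulated genes, 2.00% of even gene lists fell outside the middle 95%, and 100% of shifted lists lay above it. Of simulated peaks in the upper 50%, 130 were missed by counting alone, where the own pileup led to 14.2 expected and the mixture to 146.

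Alternatives fixed before the data were examined were a −log10 q of at least 5 or 10, the top 10000 peaks, all sequences, other overlap rules, a merge distance of 500 bp, ranks by −log10 p or width, promoter distances of 500 and 2500 bp, other gene windows, motif windows of 100 and 400 bp, and motif shares in the upper 50% of each list. Matching motifs on width in place of GC content, other scales of the KO to WT ratio, and Itga2b in the list of genes higher in KO, were added later. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.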

Results

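The data were 1 list of accessible regions from WT hematopoietic stem cells and 1 from Med23-deficient (KO) cells. The labels give 2 samples for each genotype, both represented by the same list, so none of the differences has a replicate check. The WT list held 37919 peaks and the KO list 37639, of which 37887 and 37615 lay on the autosomes and chromosome X. Those peaks covered 27.2 Mb in the WT list and 26.8 Mb in the KO list. The median width was 628 bp in WT and 620 bp in KO. The median of the authors' fold enrichment was 6.38 in the WT list (quartiles 4.76 and 8.56) and 7.44 in the KO list (quartiles 5.33 and 10.4). Read totals are unknown. The median pileup recovered at the summit was 18 fragments or reads in WT and 19 in KO, and the genome-wide background was 1.19 in WT and 1.13 in KO.

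The deleted gene was examined first. In each list, 1 peak lay within 10 kb of Med23 (ENSMUSG00000019984.16, chromosome 10, 24869986 to 24913681, mm10). It was at the promoter, from 24869669 to 24870254 in WT and from 24869642 to 24870276 in KO. Its recovered pileup was 64 in WT and 85 in KO. The log2 ratio over background was 0.50 (95% binomial interval 0.01 to 0.99), at percentile 88.2 of shared regions of like pileup. No peak lay elsewhere in the gene in either list, so the lists do not show whether the floxed segment was lost.

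The first comparison asked whether the loss of Med23 changed the set of accessible regions across the genome. Of the WT peaks, 78.3% (95% Wilson interval 77.9 to 78.7) overlapped a KO peak, and 79.3% of the KO peaks (78.8 to 79.7) overlapped a WT peak. With the other list shifted along the chromosomes, the mean overlap was 2.09% and 2.11%. Merging gave 45475 consensus regions, of which 29460 (64.8%) were in both lists, 8210 in the WT list only and 7805 in the KO list only. The Jaccard index, the bases covered in both lists over the bases covered in either, was 0.571. Requiring the summits to lie within 100 bp of each other moved the overlap most, to 57.8% of WT peaks and 58.2% of KO peaks. With a −log10 q of at least 10 in both lists, 1951 regions were in the WT list only and 5266 in the KO list only.

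Peaks in 1 list only were weak in their own list. Their median percentile by fold enrichment was 21.6 in the WT list and 19.2 in the KO list, against 59.6 and 59.0 for overlapped peaks. In the lowest 10% of each list, 61.0% of WT peaks and 60.8% of KO peaks had no overlap, and in the highest 10% the shares were 0.528% and 0.505%. In the upper 50% of each list, 826 of 18768 WT peaks (4.40%, 95% Wilson interval 4.12 to 4.70) and 900 of 18809 KO peaks (4.78%, 4.49 to 5.10) had no overlap.

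**Figure D1:**
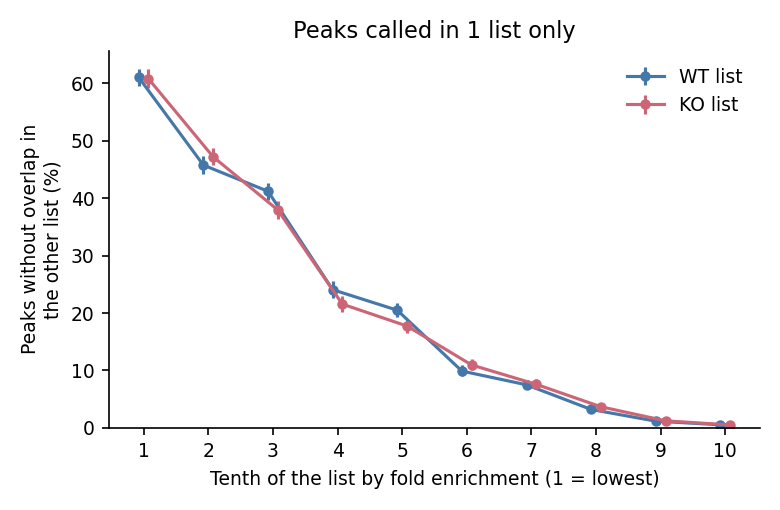
The share of peaks without overlap in the other list (vertical axis, percent) by position in the peak's own list by fold enrichment (horizontal axis, 1 is the lowest), for the WT and KO lists; bars are 95% Wilson intervals. The share falls from 61.0% to 0.528% in the WT list and from 60.8% to 0.505% in the KO list.

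In the 28909 regions with 1 peak of each list, the ranks by fold enrichment had a Spearman rho of 0.804 across regions, which are not independent replicates. The median log2 KO to WT ratio of pileup over background was 0.17, a 1.12-fold ratio, and 65.6% of regions were above 0. The scale between the lists is uncertain: raw pileups gave a 1.058-fold ratio with 54.6% of regions above 0, and the background divided by the smallest peak width gave 1.25-fold with 78.6%. The SD across regions was 0.42. Outside the central 95% binomial range around the median ratio were 3.45% of regions, against 3.71% in binomial draws. Of these 997 regions, 553 were relatively higher in KO and 444 relatively lower. Regions missed in either list do not enter, which narrows the spread at low pileups. In the lowest 10% of regions by summed pileup, 0% were outside, against 2.99% in draws, and in the highest 10%, 6.61% (95% Wilson interval 5.76 to 7.58), against 4.17%.

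**Figure D2:**
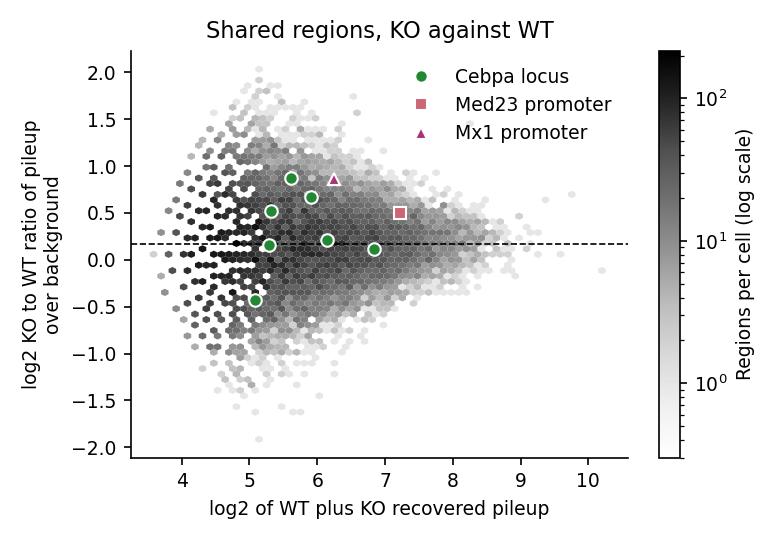
The log2 KO to WT ratio of recovered pileup over background (vertical axis) against the log2 of the summed pileup (horizontal axis) in the 28909 shared regions, shaded by the number of regions on a log scale; the dashed line is the median, 0.17. Symbols mark regions within 50 kb of Cebpa and the Med23 and Mx1 promoters.

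The peaks in 1 list only were less often at promoters. Promoter peaks made up 37.0% of each list, 13.7% of WT-only peaks (95% Wilson interval 12.9 to 14.4) and 12.6% of KO-only peaks (11.9 to 13.3). They made up 43.5% of overlapped WT peaks and 43.4% of overlapped KO peaks. Chromosome X held 2.74% of all WT peaks and 2.70% of all KO peaks. The largest difference in the share of a chromosome was on chromosome 5, with 6.11% in WT and 5.91% in KO.

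The strongest WT-only peak by fold enrichment was on chromosome 13, from 33112965 to 33113651, in an intron of Gm11384, with a fold enrichment of 12.5 and a pileup of 31. The other 4 of the top 5 were in introns of Gm6916, Lrig3 and Col5a3 and at an intergenic site on chromosome 5. The strongest KO-only peak was intergenic on chromosome 14, from 105647176 to 105647627, with a fold enrichment of 16.0 and a pileup of 42. The other 4 of the top 5 were in introns of Snapc3 and Snap25 and at intergenic sites on chromosomes 1 and 12.

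The next comparison addressed the myeloid gene Cebpa (ENSMUSG00000034957.10, chromosome 7, 35119293 to 35121928). The study reports its locus as more accessible in KO cells. To compare peaks, the study counted the reads of each sample in consensus regions. The lists hold no such counts, so covered bases and recovered pileups, which are other measures, were compared here. Within 50 kb of the gene were 7 WT peaks covering 5731 bp and 11 KO peaks covering 7458 bp. The difference of 1727 bp was at percentile 94.4 among genes of like coverage, inside their middle 95% (−2033 to 2189 bp). With a −log10 q of at least 10, each list had 6 peaks and the difference was 177 bp, at percentile 41.7.

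All 7 WT peaks overlapped a KO peak. At the promoter, the recovered pileup was 57 in WT and 58 in KO, a log2 ratio of 0.11 (95% binomial interval −0.44 to 0.66), at percentile 41.7 of shared regions of like pileup. Downstream of the gene, the region from 35124739 to 35125265 had 18 in WT and 31 in KO, a log2 ratio of 0.87 (−0.01 to 1.79) at percentile 94.2. The region from 35126840 to 35127941 had 24 and 36, a log2 ratio of 0.67 (−0.11 to 1.48) at percentile 88.4. The other direction was seen upstream of the gene, where the region from 35080661 to 35081430 had 20 in WT and 14 in KO. Its log2 ratio was −0.43 (−1.53 to 0.63), at percentile 10.7. All 7 shared regions were inside the middle 95% of shared regions of like pileup. The 4 KO-only peaks had pileups of 17, 12, 16 and 12. The first, from 35120090 to 35120516, had its summit in the coding exon of Cebpa and was at percentile 0.505 of the KO list by fold enrichment. Its pileup of 17 was near the KO list median of 19. Its local background of 4.80 was above the KO list median of 1.67, which lowered its fold enrichment.

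**Figure D3:**
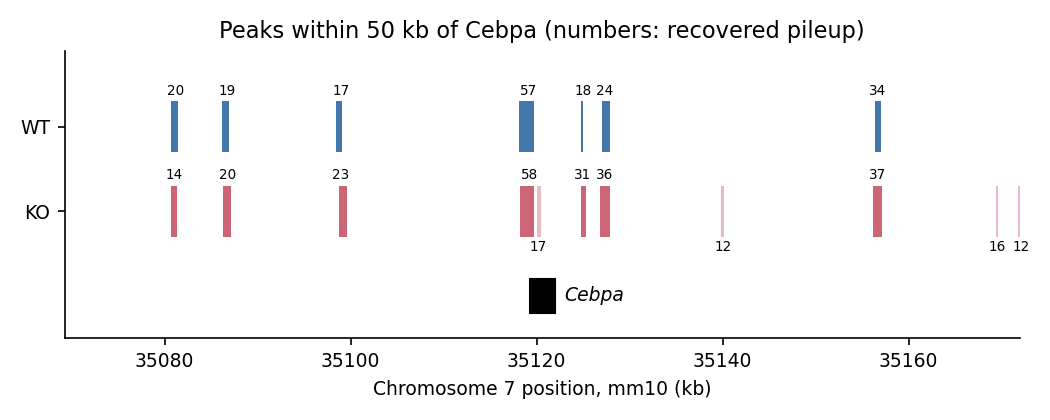
Peaks within 50 kb of Cebpa on chromosome 7 (horizontal axis, mm10 position in kb) in the WT and KO lists, with the recovered pileup at each summit; pale bars are peaks without overlap in the other list. The 7 WT peaks each have a KO partner, and 4 KO peaks have none in WT.

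Other genes that the study names were compared by covered bases within 10 kb. Of 8 genes named as higher in KO cells, 6 had more covered bases in the KO list. The differences were 793 bp at Cebpa, 498 bp at Cd68, 666 bp at Ikzf2, 179 bp at Itgam, 1933 bp at Tyrobp, 515 bp at Ddx4, −38 bp at S100a4 and −276 bp at S100a6. The windows of S100a4 and S100a6 overlap. The median, 506.5 bp, was at percentile 98.3 of random lists (middle 95%, −437.5 to 466 bp). The percentile was 97.2 with 50 kb on each side, 90.8 with a −log10 q of at least 10 and 47.5 within 2 kb of the start sites. Of 6 genes named as lower in KO cells, 4 had more covered bases in the KO list, and the median, 19.5 bp, was at percentile 49.0. The percentile was 47.2 with 50 kb on each side, 95.02 with a −log10 q of at least 10 and 89.97 within 2 kb of the start sites. The differences were 3 bp at Egr1, 36 bp at Ly6a, −465 bp at H19, 1189 bp at Mt1, 1916 bp at Esam and −578 bp at Gimap4. The markers Kit, Cd34 and Mki67 had differences of −183, −952 and −46 bp.

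Consensus motifs were compared between peaks in 1 list only and shared peaks weighted to the same fold rank and GC content. The CEBP motif was in 1.55% of KO-only peaks, against 1.63% of weighted shared peaks (95% permutation range 1.24 to 2.03), and in 1.68% of WT-only peaks, against 1.75% (1.35 to 2.14). The PU1 motif was in 8.44% of KO-only peaks, above the range of 6.21 to 7.77 around 6.99%. It was in 5.90% of WT-only peaks, below the range of 6.16 to 7.58 around 6.87%. Of the 10 motifs, 3 were above the range in KO-only peaks (PU1, AP1 and CTCF) and 2 below (GATA and ETS). In WT-only peaks, 1 was above (CTCF) and 5 below (GATA, PU1, RUNX, ISRE and ETS). The ranges describe these 2 lists and were not corrected for the number of motifs.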

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

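Matching motifs on width in place of GC content, other scales of the KO to WT ratio and Itga2b in the list of genes higher in KO were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because each genotype has 1 list and the lists carry no replicate number. For the same reason leaving out each replicate in turn could not be run.

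With a −log10 q of at least 5, the KO to WT ratio of peak numbers rose from 0.993 to 1.11 and that of covered length from 0.985 to 1.05. Overlap was 86.2% for WT peaks and 77.8% for KO peaks, 69.1% of regions were shared, 3876 were WT-only and the Jaccard index was 0.599. With a −log10 q of at least 10, the ratios were 1.18 and 1.10, the overlaps 89.3% and 75.6%, the shared regions 69.3%, the WT-only regions 1951 and the index 0.607. With the top 10000 peaks, the ratio of covered length was 0.996, both overlaps 75.8%, the shared regions 61.0%, both sets of regions in 1 list only 2420, by construction, and the index 0.535. With all sequences, the ratio of covered length was 0.985 and the index 0.572. With merging over 500 bp, 66.0% of regions were shared.

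Overlap fell to 66.6% and 67.1% for WT and KO peaks under an overlap of at least 50% of both peaks, to 75.8% and 76.4% for summits within a peak, and to 57.8% and 58.2% for summits within 100 bp. Peaks with a −log10 q of at least 10 against the whole other list overlapped at 97.4% and 94.6%. The Spearman correlation of ranks in shared regions was 0.857 with ranks by −log10 p and 0.719 with ranks by width. With ranks by −log10 p, the median percentile of WT-only peaks was 17.2, and 3.13% of the upper 50% of the WT list and 3.87% of that of the KO list had no overlap. The median log2 KO to WT ratio of shared regions was 0.0813 with raw pileups and 0.32 with the background divided by the smallest peak width, against 0.17. The log2 ratios at single regions move by the same amounts, −0.09 and 0.15, and their percentiles among shared regions do not.

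Promoter shares within 2500 bp were 42.5% (all), 20.5% (1 list only) and 48.6% (overlapped) in WT and 42.8%, 20.5% and 48.6% in KO. Within 500 bp they were 33.4%, 10.3% and 39.8% in WT and 33.3%, 9.22% and 39.6% in KO. With a −log10 q of at least 10 they were 53.7%, 32.1% and 56.3% in WT and 47.8%, 21.9% and 56.2% in KO. In each setting the peaks in 1 list only had the lowest share. With that limit, 2.95% of KO peaks were on chromosome X.

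The difference at Cebpa was 793 bp with 10 kb on each side, 933 bp with 100 kb and 177 bp with a −log10 q of at least 10. Its percentiles, 88.9, 75.1 and 41.7, stayed inside the middle 95%. The list of genes higher in KO was outside the middle 95% as reported, at 98.3, and with Itga2b added, at 98.5, where Itga2b itself had a difference of −955 bp. The list was at 97.2 with 50 kb on each side, at 90.8 with a −log10 q of at least 10, and at 47.5 within 2 kb of the start sites, on the other side of the median. The cause was not tested. The list of genes lower in KO stayed inside the middle 95%, at 49.0 as reported, 47.2 with 50 kb on each side, 95.02 with a −log10 q of at least 10 and 89.97 within 2 kb of the start sites. In the last 2 of these it was at a higher percentile than the list of genes higher in KO, so the contrast between the lists depends on the setting.

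Single genes changed sign. Within 2 kb of the start site the difference was −198 bp at Ikzf2, 151 bp at Kit and 358 bp at Cd34. With 50 kb on each side it was 499 bp at S100a4, 174 bp at S100a6, −368 bp at Egr1 and −48 bp at Med23. With a −log10 q of at least 10 it was −96 bp at Ikzf2, −302 bp at Egr1, 833 bp at Gimap4, 151 bp at Kit and 358 bp at Cd34. The cause was not tested.

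The PU1 motif in KO-only peaks stayed above its range in the 4 alternatives run. In WT-only peaks of the upper 50% it was 0.240 percentage points above shared peaks, inside the range, where all WT-only peaks were below; the cause was not tested. Of 20 motif shares, 19 kept their call with 100-bp windows, 15 with 400-bp windows, 15 in the upper 50% and 13 with width matching.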

Other observations

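Tests chosen only after the result was seen are those of peak length, of a library-wide factor and of the spread of true signals in the counting model, and the matching of motifs on width was an added alternative. The repeat test away from start sites, the comparison of promoters with other regions at like GC content and the further tests of the PU1 motif were added once the first repeat, ratio and motif values were known, with their own outcomes not yet seen.

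Peaks called in 1 list only gathered near the calling limit. In the upper 50% of the KO list, 4.78% of peaks had no overlap, a share that fell from 60.8% in the lowest 10% of the list. Signal near the limit is therefore a candidate explanation for part of them. For the stronger ones, the number missed was set against the number that models of counting error at the summit expect. A Poisson model of the recovered pileups expected 7.40 KO peaks of the upper 50% to be missed in the WT list, and 900 were missed. For WT peaks it expected 5.54, and 826 were missed. Over all peaks, those missed were 3.91 times the expected number for KO and 5.44 times for WT. The model takes the pileup in the calling list as the true signal in both lists, and on simulated data it expected too few misses, 14.2 where 130 occurred. Estimating the true signals from the distribution of pileups gave more expected misses in the upper 50%. They were 56.6 to 70.4 for KO peaks and 62.7 to 116 for WT peaks, still far fewer than were missed. Both models treat the summit pileup as a count at a fixed position and require no minimum peak length. A summit is the highest point of its peak, so both may expect too few misses. The simulated data shared these assumptions, so counting error is not excluded as a cause. Variation between mice or libraries, which may add misses, could not be measured with 1 list per genotype.

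What the stronger peaks in 1 list only have in common was examined. Of KO peaks with a pileup of 26 to 40, 20.9% of those at most 400 bp wide had no WT overlap, against 0.537% of those over 700 bp. For WT peaks the shares were 10.7% and 0.265%. A minimum peak length in the caller may contribute, but this cannot be told apart from narrow peaks holding fewer fragments. The smallest peaks were 224 bp in WT and 249 bp in KO, and the list with the longer minimum missed the smaller share. The soft-masked share of bases, a measure of repeats, was 10.5% in the 100 strongest KO-only peaks, above the range of shared peaks of like fold enrichment (4.81 to 9.42), and 11.2% in WT (5.05 to 9.50). Shared peaks of that strength are mostly at promoters. Against shared peaks over 1000 bp from a start site, the share was 10.5% in 94 KO-only peaks (range 6.92 to 12.4) and 11.9% in 93 WT-only peaks (7.38 to 13.3), both inside the range and above its mean (9.40 and 10.2). With so few peaks, a contribution of repeats cannot be told apart from none. The CTCF motif, singled out after its values were seen, was in 7.22% of KO-only peaks of the upper 50% (permutation range 2.01 to 4.63) and 7.87% of WT-only peaks (2.21 to 5.04), an excess in both lists. Among all peaks in 1 list only, matching on width left CTCF above the range in WT (4.64%, 2.96 to 4.12) but inside in KO (4.28%, 3.41 to 4.61). Width matching was not run in the upper 50%. In the 100 strongest WT-only and the 100 strongest KO-only peaks, PU1 and RUNX were also above the range of shared peaks of like fold enrichment. PU1 was in 12% of these WT-only and 15% of these KO-only peaks, and RUNX in 14% of each. With GC content matched in the upper 50%, PU1 stayed above its range in KO only and RUNX in neither list. No biological explanation of these peaks was tested.

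The higher fold enrichment of the KO list was not 1 factor for all regions. The groups by GC content were cut over all shared regions and applied to the upper 30% by summed pileup (8488 regions). In the 306 of these from the lowest 10% by GC content, the log2 ratio of the summed pileups over background was 0.34 (95% bootstrap interval 0.30 to 0.39). In the 1297 from the highest 10% it was 0.11 (0.10 to 0.13). The difference argues against 1 library-wide factor as the only cause. A factor that follows GC content in windows of 200 bp was not enough either. At like GC content, regions away from promoters had a log2 ratio 0.0534 above that of promoters (0.0364 to 0.0718), against 0.11 without regard to GC content. The intervals cover these regions in 2 lists and no spread between libraries. Other library effects and a change in the KO cells stay open, as 1 list per genotype separates neither. At a −log10 q of at least 10, 5266 regions were KO-only and 1951 WT-only, and the higher fold enrichment of the KO list is a candidate explanation for this excess.

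At Cebpa, the 1727 bp more in the KO list was at percentile 94.4 of genes of like coverage, so a difference of this size may arise from the general variation between the lists. Of those genes, 1.95% had at least 4 more peaks in the KO list, as Cebpa had, a count looked at after the covered bases. The 4 added peaks were at percentiles 0.505, 26.8, 42.2 and 19.6 of the KO list by fold enrichment, among the ranks where many peaks have no overlap. The rank of the first reflects a high local background, as its pileup was near the list median. A true change at the locus stays open.

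The Mx1 promoter stood out among the loci examined because the KO mice carry Mx1-cre. Its pileup was 28 in WT and 48 in KO, a log2 ratio of 0.86 (95% binomial interval 0.16 to 1.59), at percentile 96.8 of shared regions of like pileup and just inside their middle 95% (−0.53 to 0.90). The KO peak extended to position 97463757 on chromosome 16, against 97463257 in WT. Reads from Mx1 promoter copies in the transgene may add to the KO peak, but this cannot be told apart from counting error at these pileups. The study induced the deletion with poly(I:C) injections, and an effect of that treatment at Mx1 cannot be separated from these either. The KO list also had 2 peaks without WT overlap at the gene, 16652 and 13219 bp from the start site, with pileups of 11 and 14, at percentiles 19.3 and 46.2 of the list. Promoter copies alone would not account for these, and their cause was not tested. At Med23, the WT list had 1 peak, at the promoter, so loss of the floxed segment cannot be told apart from its retention.

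The PU1 motif (GAGGAAGT) was the motif with the largest difference between KO-only and WT-only peaks, 2.55 percentage points. GC content and peak strength do not account for it, since 8.44% of KO-only peaks had the motif against a permutation range of 6.21 to 7.77. Weighted to the same widths, shared peaks had it in 6.91% (range 6.08 to 7.70), which argues against width. A further test used other regions, the shared ones. The 2185 shared regions with the motif had a median log2 ratio of 0.10 relative to all shared regions, against 0.04 in sets matched on pileup, promoter status and GC content (0.02 to 0.06), at percentile 100 of 1000 sets. A slightly higher accessibility at PU1 motifs in the KO cells is a hypothesis that these values are in line with. PU1 was not alone: of the 10 motifs, NFY was also above its matched range, at percentile 99.8 with a median of 0.01, and CTCF was just below it, at percentile 2.50 with −0.02. Sequence preferences of a library that GC content does not capture were not tested, and 1 list per genotype gives no measure of them.

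Mature myeloid cells in the KO sample could also add PU1 sites. Of 12 genes listed for such cells, 3 had more covered bases in the KO list, 5 had more in the WT list and 4 had none in either. Whether each listed gene is limited to mature cells was not tested. The median difference was 0 bp, at percentile 52.6 of random lists. The largest differences were at S100a8, with 793 bp in WT and 0 in KO, S100a9, with 710 and 0, and Elane, with 1232 and 1939. Of the 12 genes, 8 had a peak in the WT list. Since the genes went both ways, a small number of such cells cannot be told apart from none.

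Each list also held 2 peaks on the mitochondrial genome, from 198 to 6448 and from 10958 to 16116 in WT and from 125 to 6472 and from 10945 to 16157 in KO. Their pileups were not recovered, because their p-values lay below the smallest number the computer holds. Their fold enrichment was 1.57 to 2.19 and their −log10 q 1175 to 2444. Under the caller's Poisson model, so high a −log10 q at so low a fold enrichment requires a deep pileup. Mitochondrial reads were therefore in the peak call. The study states that such reads were removed, and whether the removal was partial or came after the call is not clear. What they did to the genome-wide background behind the KO to WT ratios was not measured. The WT list held 8 peaks on chromosome Y and the KO list 6.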
